# Deep sequencing of mRNA in CD24^−^ and CD24^+^ mammary carcinoma Mvt1 cell line

**DOI:** 10.1016/j.gdata.2015.06.032

**Published:** 2015-07-09

**Authors:** Ran Rostoker, Anitha D. Jayaprakash, Ravi Sachidanandam, Derek LeRoith

**Keywords:** CD24, Mvt1 cells, Cancer, MRNA-seq, Mammary

## Abstract

CD24 is an anchored cell surface marker that is highly expressed in cancer cells (Lee et al., 2009) and its expression is associated with poorer outcome of cancer patients (Kristiansen et al., 2003). Phenotype comparison between two subpopulations derived from the Mvt1 cell line, CD24^−^ cells (with no CD24 cell surface expression) and the CD24^+^ cells, identified high tumorigenic capacity for the CD24^+^ cells. In order to reveal the transcripts that support the CD24^+^ aggressive and invasive phenotype we compared the gene profiles of these two subpopulations. mRNA profiles of CD24^−^ and CD24^+^ cells were generated by deep sequencing, in triplicate, using an Illumina HiSeq 2500. Here we provide a detailed description of the mRNA-seq analysis from our recent study (Rostoker et al., 2015). The mRNA-seq data have been deposited in the NCBI GEO database (accession number GSE68746).

**Table:** 

Specifications	
Organism/cell line/tissue	*Mus musculus*/epithelial mammary carcinoma Mvt1 cell line
Sex	Female cell line
Sequencer or array type	Illumina HiSeq 2500
Data format Raw data:	FASTQ files
Experimental factors	CD24^−^ vs. CD24^+^
Experimental features	RNA sequencing for mRNA expression analysis in CD24^−^ and CD24^+^ cells
Consent	N/A
Sample source location	N/A

## 1 Direct link to deposited data

Deposited data can be found here: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68746.

## 2 Experimental design, materials and methods

Expression of CD24, an anchored cell surface marker, is associated with poorer outcome in cancer patients [1], [2]. We used mRNA-seq to identify transcripts that are differentially expressed in CD24^+^ cells compared to CD24^−^ cells [3].

### 2.1 Cell culture and cell sorting

The Mvt1 mammary cancer cells [4] were cultured in DMEM supplemented with 10% fetal bovine serum and antibiotics (penicillin:streptomycin) at 37 °C in a humidified atmosphere consisting of 5% CO_2_ and 95% air.

Mvt1 cells were cell surface stained for CD24 expression and sorted into two separate groups of cells, CD24^−^ and CD24^+^ cells using the FACSAria.

### 2.2 Experimental design and total RNA preparation

Total RNA was isolated and purified from 3 different plates (each group) of adherent cells grown in DMEM supplemented with 10% fetal bovine serum using the Total RNA Purification Kit (Norgen Biotek Corp) according to the manufacturer's instructions. RNA quality was assessed by the RNA analysis screentape (R6K screentape, Agilent), RNA with RIN > 9 was reverse transcribed to cDNA. cDNA libraries were prepared using 1 μg of total RNA using the TruSeq RNA Sample Preparation Kit v2 (Illumina).

### 2.3 mRNA-seq and data analysis

cDNA libraries were sequenced on the Illumina HiSeq 2500 platform to obtain 51-bp single-end reads. 

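Mvt1 is a mouse mammary carcinoma cell line, and each of the 6 libraries analysed here came from a separate plate, 3 of CD24- cells and 3 of CD24+ cells. For each library the authors deposited every distinct 47-nt read sequence that mapped to the genome, with its location, its annotation and its count, without normalization. The counts summed to 12824776, 14212811 and 12075794 mapped reads in CD24- replicates 1, 2 and 3, and to 9046025, 24515621 and 25692147 in CD24+ replicates 1, 2 and 3, which Fig. 1B numbers 4, 5 and 6. CD24+ replicate 1 was therefore the shallowest library, and its values carry the largest counting error. Between 71.8% and 74.4% of the reads of a library were annotated to a gene. These reads were summed per gene symbol, scaled by edgeR's TMM method and given in edgeR's CPM unit, relative to the gene reads of a library. Across genes, log2 CPM correlated between 0.986 and 0.995 among libraries of one group and between 0.896 and 0.911 across the groups. The median coverage, quantile normalization and regularizer described by the authors come after the deposited counts and were applied here only as an alternative estimate.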

The reads were trimmed, 2 nt on each end, to remove low quality parts, and improve mapping to the genome. The 47 nt reads that resulted were compressed by removing duplicates, but keeping track of how many times each sequence occurred in each sample in a database. The unique reads were then mapped to the mouse genome, using exact matches. This misses reads that cross exon–exon boundaries, as well as reads with errors and SNPs/mutations, but it does not have substantial impact on estimating the levels of expression of each gene. Each mapped read was then assigned annotations from the underlying genome. In case of multiple annotations (e.g. a miRNA occurring in the intron of a gene), a hierarchy based on heuristics was used to give a unique identity to each read. This was then used to identify the reads belonging to each transcript and coverage over each position on the transcript was established. This coverage is non-uniform and spiky, thus we used the median of this coverage as an estimate of the gene's expression value. In order to compare the expression in different samples, quantile normalization was used. The ratios of expression levels were then calculated to estimate the log (to base 2) of the fold-change. In order to prevent low-expressed genes from dominating the list of genes with a large fold change, we added a regularizer (10) to each value, ensuring that genes with expression around or below 10 would appear to have low fold-change [5], [6]. 

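On the deposited counts, 11175 genes had enough reads for edgeR's quasi-likelihood test. Cd24a, the gene of the sorted marker, lies on chromosome 10 of GRCm38 from 43578284 to 43584265 and had 77.2 ± 7.30 CPM in CD24+ cells and 10.2 ± 2.78 CPM in CD24- cells (SD, n = 3 each). Its log2 fold-change was 2.92 (standard error 0.17, adjusted p = 5.18e-07 from edgeR with Benjamini-Hochberg adjustment). CD24- libraries therefore still held Cd24a reads, at 13.2% of the CD24+ level. At an adjusted p below 0.05, 2666 genes were higher and 2495 lower in CD24+ cells. An added minimum log2 fold-change of 1 moved these counts most, to 1003 and 617. The 3 values of one group lay outside those of the other for 57.3% of the genes, where chance gives 10%, and an exact permutation test of 3 libraries against 3 cannot give a p below 0.1. Among genes with a mean log2 CPM of at least 3, the largest log2 fold-changes were those of C3 (5.63), Pkhd1l1 (5.00), Sema3c (4.78), Ncam1 (4.70) and Aldh1l2 (4.58), and Pkhd1l1 reached 5.74 without CD24- replicate 2. The largest decreases were those of Klhl13 (-6.44), Fndc3c1 (-6.19), Il24 (-5.43), Selp (-5.29) and Dsg2 (-5.25). Among the named genes Il24 varied most relative to its mean, with 19.7 ± 20.2 CPM (SD, n = 3) in CD24- cells, and its log2 fold-change was -4.15 without CD24- replicate 3. With an estimate built on the study's steps (median coverage, here over GENCODE M21 transcripts, quantile normalization and the regularizer of 10) the log2 fold-change of Cd24a was 1.38 and that of Il24 did not pass the threshold (-0.59, adjusted p = 0.139 from limma). The changes of C3 (0.22), Sema3c (0.75), Aldh1l2 (1.37), Klhl13 (-0.74), Fndc3c1 (-1.59), Selp (-1.91) and Dsg2 (-0.46) were smaller there and in another order, and Pkhd1l1 and Ncam1 had values too low to be tested.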

We did gene set enrichment analysis using the GSEA software. 

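The heat map of Fig. 1B names 23 genes, and each of them was tested in the counts. All 23 were higher in CD24+ cells, with log2 fold-changes between 1.15 and 4.78, a median of 3.36 and no adjusted p above 1.55e-04 (edgeR). The 3 values of one group lay outside those of the other for each of the 23 genes. Adjusted over the list alone, 23 genes passed as well. This is not independent evidence, because the heat map shows these same libraries. Its genes come from module 47, which the paper found up-regulated in the CD24+ cells. The paper does not say how they were chosen within that module. Aqp1 had 552 ± 11.2 CPM in CD24+ cells and 46.7 ± 0.868 CPM in CD24- cells (SD, n = 3 each). Pdgfrb had 66.7 ± 14.7 CPM in CD24+ cells and 4.81 ± 1.24 CPM in CD24- cells. Colec12 changed least, from 62.0 ± 11.4 CPM in CD24- cells to 138 ± 10.1 CPM in CD24+ cells. Acta2 had few reads, 8.02 ± 3.83 CPM in CD24+ cells and 0.551 ± 0.386 CPM in CD24- cells, and the largest standard error (0.51 for a log2 fold-change of 3.87). With each library left out in turn, no log2 fold-change of these genes fell under 1.06. Under the median-coverage estimate 21 genes passed the threshold as higher, Acta2 had too low a value to be tested, and Colec12 did not pass (log2 fold-change 0.11, adjusted p = 0.127 from limma). Its change also depends on which reads are counted, with a log2 fold-change of 3.65 on reads that match a single GENCODE M21 gene, a count chosen after seeing the data. The full gene list of module 47 was not used here, so no enrichment test was made on it.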

Of all the cancer modules that we tested our expression against, we found that module 47 was significantly up-regulated in the CD24 positive populations (Fig. 1A). 

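Collagens were taken as every tested gene with a collagen chain symbol, 20 in all. Of these, 17 were higher and 3 lower in CD24+ cells, each at an adjusted p below 0.05, and the count adjusted over the list alone was also 20. The median log2 fold-change was 2.24. As a set, collagens were shifted upward against the other genes (camera with a preset correlation of 0.01, adjusted p = 6.85e-13 over 4 sets). Under camera with the correlation estimated from the libraries the upward call held close to the threshold (adjusted p = 0.0479). The set was also called upward under fry (adjusted p = 2.35e-04), which does not compare it with the other genes. Without the 4 collagens of Fig. 1B, camera at the preset correlation gave an adjusted p of 2.5e-04 for the other 16. Col5a2, on chromosome 1 of GRCm38 from 45374321 to 45503282, rose most on the counts (log2 fold-change 4.05, standard error 0.14). It went from 7.15 ± 0.576 CPM in CD24- cells to 119 ± 15.8 CPM in CD24+ cells (SD, n = 3 each). Under the median-coverage estimate its log2 fold-change was 0.55, below those of Col4a1 (1.99), Col4a2 (1.43) and Col12a1 (0.72), so this rank depends on the estimate. Col4a1 and Col4a2, which lie head to head on chromosome 8, rose together, with log2 fold-changes of 3.42 and 3.26. Col23a1 fell most, from 3.52 ± 1.28 CPM to 0.708 ± 0.324 CPM (log2 fold-change -2.40, adjusted p = 7.85e-04, edgeR). Under the median-coverage estimate it had too low a value to be tested.

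**Figure D1:**
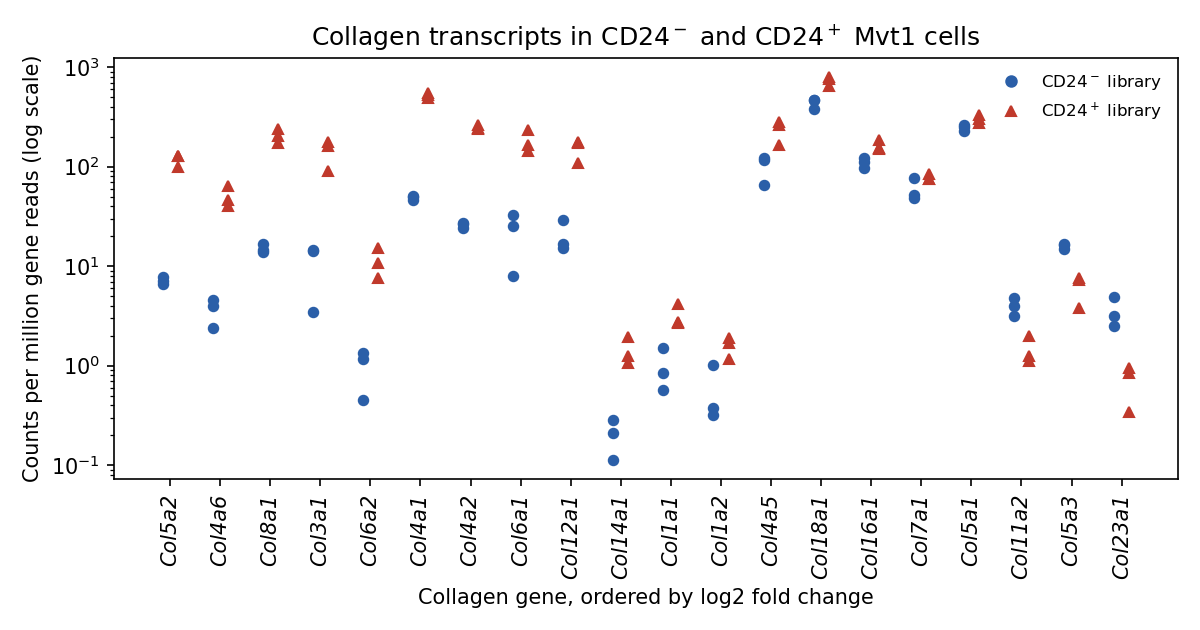
CPM (log scale) of the 20 tested collagen genes in each of the 3 CD24- libraries (circles) and 3 CD24+ libraries (triangles), with genes ordered by log2 fold-change. The groups do not overlap for 19 of the 20 genes (chance gives 10%), and for Col7a1 they do. Triangles lie below circles for Col11a2, Col5a3 and Col23a1.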

Extracellular matrix proteins and collagens were enriched in this module with an FDR corrected p-value of 0.05 (Fig. 1B).

## 3 Discussion

The CD24^+^ Mvt1 subset displays highly tumorigenic and metastatic capacity compared to their CD24^−^ counterparts [3]. Taking advantage of the Illumina HiSeq 2500 we preformed transcript analysis in order to compare between the gene profiles of these two subsets. Ting DT et al. recently found that elevated expression in ECM (extracellular matrix) genes is common in different types of circulating cancer cells [7]. These results suggest that elevated expression of ECM transcripts promote cancer cell capacity to drive not only tumors at the primary site but also at distant organs.

These ECM components enable cancer cells to remodel the host tissue in order to form ‘metastatic niche’ by acting and responding to the surrounding host tissue cells [8]. In our recent study, we found that CD24^+^ Mvt-1 form rapidly mammary tumors, moreover, with the tail vein assay, our results demonstrated metastatic phenotype of these CD24^+^ cells [3]. 

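For ECM genes other than collagens, a list fixed in advance left 37 tested genes, 5 of them also in Fig. 1B. Ctgf was listed too, but its symbol was not matched, so it is not among them. In CD24+ cells 27 were higher and 10 lower, of which 21 and 6 passed an adjusted p of 0.05 over all genes, and 27 passed when adjusted over the list alone. The median log2 fold-change was 0.75 and the mean 1.16, and the set was shifted upward (camera, adjusted p = 7.45e-08). Under camera with the estimated correlation the adjusted p was 0.0479. Under fry, which does not compare the set with the other genes, it was 2.35e-04. Without the genes of Fig. 1B, camera at the preset correlation gave an adjusted p of 8.73e-04 for the other 32. Fn1, on chromosome 1 of GRCm38 from 71585520 to 71653200, had the most reads among the genes of Fig. 1B, with 1661 ± 264 CPM in CD24+ cells and 206 ± 26.5 CPM in CD24- cells (SD, n = 3 each; log2 fold-change 3.01, standard error 0.14, adjusted p = 1.42e-07, edgeR). Vcan had 55.5 ± 5.99 CPM in CD24+ cells and 7.90 ± 0.307 CPM in CD24- cells. Timp3 had 64.8 ± 12.6 CPM and 4.25 ± 1.54 CPM. Lamb3, a laminin chain, went the other way, with 13.6 ± 4.08 CPM in CD24+ cells and 138 ± 39.2 CPM in CD24- cells (log2 fold-change -3.42, adjusted p = 1.35e-06, edgeR). The paper sets the higher expression of ECM genes beside that reported for circulating cancer cells, and proposes that ECM transcripts promote the capacity of cancer cells to form tumors at the primary site and at distant organs.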

Similar to Ting DT et al. results, our gene analysis highlighted high expression of ECM genes in this CD24^+^ aggressive subset (Fig. 1). This gene profile may reveal new mechanisms in tumorigenesis and can serve as a start point for further research with an important clinical implication for metastatic tumors.

## Conflict of interest

The authors declare no conflict of interest.

## Figures and Tables

**Fig. 1:**
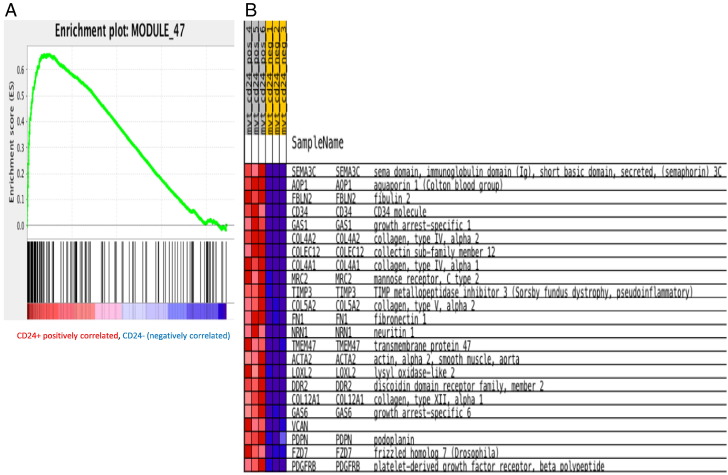
Enrichment in ECM and collagens in the tumorigenic CD24^+^ subset. A, Gene set enrichment analysis histogram of the ECM and collagen module (http://robotics.stanford.edu/~erans/cancer/modules/module_47.html). B, Heat map illustrating gene expression from the module 47.

How the deposited data were processed for this re-analysis (not part of the article)

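Messenger RNA of sorted CD24- and CD24+ Mvt1 cells was sequenced from 3 plates of each group. The authors trimmed the reads to 47 nt, collapsed identical reads, mapped each distinct sequence to the mouse genome by exact match and gave it one location and one annotation. They deposited, for each library, the count of every mapped sequence, not normalized and not pooled. The genome build, the mapping tool and the source of the annotation are not given in the sources used here, so gene coordinates are those of GENCODE M21 (GRCm38), whose transcripts the reads were also matched to by exact sequence. An exact match leaves out most reads across exon junctions and reads over a sequence variant. A gene with a near-identical copy elsewhere can lose reads to it, and the counts carry no strand, so overlapping genes are uncertain.

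The deposited counts were summed per annotation. Of 16024 annotations, 14968 name a gene, and 12446 of these match a current symbol and 1957 a synonym of one. Reads annotated to repeats (7.56% to 10.2% of a library), to small or noncoding RNA (0.338% to 0.459%) or to nothing (16.9% to 20.2%) were left out of gene totals and tests. Libraries of one group differed by more than sampling noise, with a chi-square per degree of freedom of at least 1.75, so none is a repeat deposit of another. They are taken as separate replicates because the paper gives a plate for each, which the counts cannot show. The paper describes no independent sorts, so p-values and SDs here measure the spread between plates of each sorted group. Differences tied to CD24 cannot be told from others that arose between the 2 sorted groups.

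Genes passing edgeR's filterByExpr were tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. Gene sets were tested with camera of limma 3.58.1. The sets were collagens, other ECM genes, 24 epithelial genes and 20 mesenchymal genes, written from general knowledge, and the results of the latter sets are among the observations. Genes named in the text are Cd24a, those readable in Fig. 1B (whose colours had been seen), the 5 largest increases and 5 largest decreases among called genes with a mean log2 CPM of at least 3 and no overlap between groups, and the largest or smallest change in a set. The sets, this rule and the alternatives were set before the data were examined, except where stated. The alternatives were DESeq2 1.42.0, other filters on low counts, each distinct sequence counted once, an estimate built on the study's steps and tested with limma, the replicate number as a block, each library left out, a fold-change minimum, library totals without TMM and other set tests. On simulated counts with 200 genes changed 4-fold among 11070 tested, edgeR recovered 100% of them and called 0.12% of the unchanged genes. A further 20 changed genes formed a set and are in neither share. The simulation gave every gene the same dispersion and changed only genes with a mean CPM of at least 5. It therefore does not give the recovery or the false calls for genes with fewer reads or more spread. The transcripts behind the study's median coverage are not given in the sources used here, so that estimate takes 1 transcript per gene from GENCODE M21, a basic and protein-coding one if there is one and then the longest, and stands in for the study's values. Cd24a protein on the cell surface and tumor formation were not analysed here.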

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

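The tests in this part were chosen after the result was seen. Reads annotated to repeats are data the paper does not report on, and 641 kinds of repeat were tested. The internal part of VL30, a family of retrovirus-like elements, had 3054 ± 503 CPM of mapped reads in CD24- cells and 293 ± 33.3 in CD24+ cells (SD, n = 3 each), a log2 fold-change of -3.35 (standard error 0.14, adjusted p = 3.01e-09 from edgeR). Over all repeats, 33 were called higher and 75 lower in CD24+ cells. The CPM of VL30 was 262, 328 and 290 in CD24+ replicates 1, 2 and 3, and 3582, 2999 and 2581 in the CD24- ones. After every library was thinned to the mapped total of the shallowest, the log2 fold-change was -3.35. Random thinning keeps the expected share of so abundant a repeat, so this test cannot decide whether depth is a cause. It was put in place of a ratio of the lowest CD24- to the highest CD24+ library (7.87), which only restated the difference. The CPM of VL30 did not simply rise or fall with depth. It was low in CD24+ replicate 1, the shallowest library, and in CD24+ replicates 2 and 3, the deepest. Copies of a few sequences are not the whole cause, because with each distinct sequence counted once the log2 fold-change was -1.68, a measure that saturates for abundant repeats. With each library left out it stayed between -3.45 and -3.22. Each sequence has one location in the counts, so reads of near-identical genomic copies cannot be assigned to a copy. The VL30 reads therefore differ between the groups, while the copies they come from and a biological reason for the difference stay open.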

How the results depend on the processing

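The 7 results of the design were recomputed under the alternatives, giving 103 values, of which 101 kept their direction and their side of the threshold, or, for counts, stayed within 1.5 times. The exceptions were the count of called genes with a minimum log2 fold-change of 1, 1620 against 5161, where the stricter threshold itself removes genes, and the epithelial set with an estimated correlation, whose adjusted p was 0.0625 (the cause was not tested). DESeq2 called 4970 genes, each distinct sequence counted once gave 3720 (2230 higher, 1490 lower), library totals without TMM gave 5198 (2529 higher, 2669 lower), and the median-coverage estimate gave 3610. Without any one library the count lay between 4083 and 5385 and the log2 fold-change of Cd24a between 2.72 and 3.05. No named gene changed direction where it could be tested. Of 490 values for named genes, 6 no longer passed the threshold, 5 of them under the median-coverage estimate (the cause was not tested). A gene with too few reads under an alternative has no value there, so the 490 values leave out such cases.

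The groups share replicate numbers, but the numbers do not pair the plates: deviations from the group means correlated at 0.0129, -0.251 and -0.309 for the same-numbered libraries. With the replicate block 4518 genes were called, and no call of a set or of Cd24a changed.

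Alternatives on intronic reads and on reads with several locations were listed in advance but not run, because the counts do not separate such reads. In their place, an alternative chosen after seeing the data kept only reads that match transcripts of one GENCODE M21 gene, and called 5525 genes. With every library thinned to the gene total of the shallowest, 4673 genes were called.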

Other observations

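The tests on the shared low level, on Cdh1 and Epcam and on Myo3a were chosen after the result was seen, as was the choice of chromosome 15.

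For called genes, the set tests and the genes of Fig. 1B, the real grouping gave the strongest result in 1 of 10 splits of the libraries, so chance cannot be excluded by splits alone: 3 libraries against 3 allow no smaller share. Called genes were 5161 in the real grouping and 0 in each of the other 9 splits (edgeR), which had 3 to 313 genes at an unadjusted p below 0.05, and DESeq2 called at most 12 there. The genes of Fig. 1B that passed were 23 and 0. For collagens a camera p as small as 2.85e-05 was seen in another split, each of which still parts the groups unevenly. Depth is not the whole cause, since thinning to equal totals left 4673 called genes. Neither is a bias by GC content or transcript length for collagens, whose adjusted camera p was 1.03e-11 after each library's trends were removed.

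The mesenchymal set was higher in CD24+ cells (median log2 fold-change 0.92, camera adjusted p = 6.45e-12). Of 16 tested genes 14 were higher and 2 lower, of which 11 and 1 passed an adjusted p of 0.05 (edgeR). Prrx1 was highest at 4.26 and Zeb1 lowest at -0.36. Under the median-coverage estimate neither gene passed the threshold (log2 fold-change 0.13, adjusted p = 0.107 from limma for Prrx1, and -0.16, 0.0999 for Zeb1), nor did Zeb1 with each distinct sequence counted once (-0.23, adjusted p = 0.106, edgeR). The epithelial set was lower (4 of 5 tested genes, median -1.78, camera adjusted p = 1.96e-06), with Ocln at -4.07 and Cldn3 at 2.47, 3.06 without CD24- replicate 2 and 0.07 under the median-coverage estimate (adjusted p = 0.379, limma). Both sets were called in the same direction under fry, which does not compare them with the other genes. Under camera with an estimated correlation the call of the mesenchymal set held (adjusted p = 0.0258) and that of the epithelial set did not. Of 24 epithelial genes listed, the others had too few reads to be tested. Cdh1 had 2 reads and Epcam 6 over all 6 libraries, although Krt8 had 60574. Reads lost by the deposited annotation are not the cause, because an exact match to GENCODE M21 transcripts found 7 reads of both genes together. The paper's specifications call the line epithelial, and sorting by CD24 here separates cells that differ in matrix and mesenchymal transcripts while both have almost no Cdh1 reads at this depth. Whether this holds for the protein was not analysed here.

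Genes far lower in CD24- cells pile up at one level. Among 7698 genes with at least 20 CPM in CD24+ cells, 66 had an CD24- level within 0.25 (log2) of 9.06% of the CD24+ level, against 31 in the equally wide range from -2.5 to -2. In the reverse direction the counts were 10 and 25. The peak lay at 9.91%, 9.66% and 9.17% in CD24- replicates 1, 2 and 3, and at 9.01% and 8.78% with distinct sequences or reads of one GENCODE M21 gene. Klhl9 and Mtap, neighbours on chromosome 4 of GRCm38, stood at 9.08% and 9.38% of their CD24+ level, while the nearby Ptplad2 stood at 107%, and these genes were chosen after their values were seen. A candidate explanation is that the CD24- cultures held a minority of cells in the CD24+ state, and that the majority lost these genes or their expression. If those cells were like the sequenced CD24+ cells, every abundant CD24+ gene would keep about that level, yet 4 genes had a ratio below 0.5 times it, C3 (1.90%), Sema3c (3.65%), Aldh1l2 (4.24%) and Pcdh7 (4.48%, chosen after its value was seen), of which C3 and Sema3c by more than their spread (2e-05 such genes expected if all held it). Reads carried over between libraries would leave a like residue in CD24+ libraries, yet 2 genes, Fndc3c1 and Klhl13, lay below 0.5 times the level computed from the depths (6.5e-04 expected). These 2 tests were revised after their outcomes were seen, and 3 forms were tried. A Poisson test with Benjamini-Hochberg adjustment over all genes found 0 genes for mixing and 1 for carry-over, which would have counted in favour of both explanations. An unadjusted negative binomial test found 2 and 3, with carry-over counted in CD24+ replicate 1, and the form given above sums the 3 CD24+ libraries. The limit of 5 genes for excluding an explanation was also set after the earlier forms. In all, 38 genes lay below the range around the shared level (21 in the reverse direction), without a test of each. These counts do not exclude either explanation as a part of the cause, and a biological reason for the shared level stays open.

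The median log2 fold-change of genes was shifted for several chromosomes. Only chromosome 15 was split into parts, so for the others a few gene clusters cannot be excluded as the cause. Over 441 genes of chromosome 15 the median log2 fold-change was 0.25, and 74.4% of them were higher in CD24+ cells. Permutation of genes over chromosomes gave p = 1e-04, the smallest 10000 permutations can give (adjusted p = 4e-04 over 20 chromosomes). Genes are not independent replicates. The median of chromosome 1 went the other way (-0.19, 34.9% higher), and that of chromosome 2 was 0.15 (adjusted p = 4e-04 each from the permutation). Smaller shifts passed the threshold for chromosomes 6 (-0.09, 4e-04), 13 (-0.12, 4e-04), X (-0.07, 0.0067) and 3 (0.08, 0.02). Before any trend over GC content and length was removed, chromosome 15 therefore had the largest of several shifts in both directions. A copy change was weighed for chromosome 15 alone. All 3 CD24+ libraries lay above all 3 CD24- libraries for chromosome 15. A few gene clusters are not the cause, since 3 of 3 equal parts of the chromosome had a median above 0.1 (0.38, 0.28 and 0.20). The trends over GC content and length account for part of the shift of chromosome 15, and 0.15 remained after their removal. The shift after removal was computed for chromosome 15 alone, so its rank among the chromosomes then is not known. An extra copy of the chromosome in part of the CD24+ cells may contribute: the lowest part reached 0.546 of the highest, just past the 0.5 set for a like shift. DNA copy number was not analysed here.

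Myo3a, a myosin gene, ranked 2 by mean CPM. Of 451744 reads annotated to it, 99.3% were identical to mitochondrial transcripts and 0 to its own, so its count is consistent with mitochondrial reads placed on a near-identical nuclear copy and says nothing about Myo3a itself. No biological explanation was tested for it.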
